A study of Solanum tuberosum with 10 samples. Its data were reported in "mRNA transcription profile of potato (Solanum tuberosum L.) exposed to ultrasound during different stages of in vitro plantlet development" (2019).

How the data were processed

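The data were RNA-seq libraries of in vitro plantlets of potato (Solanum tuberosum L.), a crop grown for its tubers, that were either left untreated (control) or ultrasonicated (US). Per the labels, single-node explants of the cultivar Desirée came from plantlets aged 4 weeks, and the US treatment was an ultrasound exposure at 35 kHz and 70 W for 20 min. Material was collected directly after the exposure (0 h), 24 h and 48 h later, and after 1 w and 4 w of subculture. That gave 10 groups of 1 library each. The methods of the study describe 3 biological replicates per group as pooled, in one place as RNA and in others as libraries or at sequencing, whereas the labels speak of a single replicate, so no spread between replicates could be taken from the values in either case. Up to 48 h the samples were explants, per the methods, and at 1 w and 4 w they were leaves, stems and roots of plantlets (the labels name leaf for all). A difference between the times up to 48 h and the later ones is therefore not separable from the kind of material.

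The authors enriched mRNA with oligo(dT) beads, prepared stranded libraries and sequenced them as paired ends. Reads were trimmed with TrimGalore, aligned to the SolTub 3.0 build of the potato genome with HISAT2, and counted in exons with the RNA-seq quantitation of SeqMonk at a minimum mapping quality of 60, which keeps uniquely aligned reads. The deposited values are log2 RPM per gene, where RPM is the number of reads per 1000000 reads of the library total as the authors scaled it, with no filter on expression. The authors' deposited log2 scale gives a gene without reads the value of 0.9 reads, which was worked out from the lowest value of each library. At the library totals this implies, 99.98% of the values above that lowest value were within 0.1 of a whole read. The totals ranged from 33850938 reads for the control at 0 h to 45899162 reads for the control at 24 h. The gene reads of a library summed to between 1.71 and 1.77 times its total, so parts of one read pair can be counted more than once. The exact intervals and the floor of 3 reads given below treat reads as independent and cover counting error only. The floor of 3 reads was 0.0654 to 0.0886 RPM.

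The table held 40430 features, of which 39021 had PGSC gene identifiers and 1409 were annotated non-coding RNAs. The classes of ribosomal RNA and of other non-coding RNA used below held 284 and 1133 features. Together these are slightly more than 1409, because the ribosomal class was taken by the feature label alone and so also held some features with PGSC identifiers. Coordinates are those of the file on SolTub 3.0, and chromosome numbers are given as there. Strandedness of the counting was not given in the sources used here, and 3124 features overlapped another feature in span, so their values are uncertain. The deposited table does not pair the PGSC identifiers with gene names: the description was filled for 0 features, and 0 identifiers matched the name table used here. From the study's supplementary files, only the identifiers, names and times of the listed transcription factors were taken, and no values. For this reason 13 gene sets that had been fixed by words of the gene descriptions, with their tests, were not run. Where a gene is called by a family name, the name is the one listed by the study.

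Control and US libraries were compared at each time by a fixed rule of size, because 1 library per group gives no spread between replicates at that time. A gene passed when the higher library had at least 1 RPM and the log2 difference was at least 2 in size, which is a 4-fold difference. The same rule was applied to adjacent time points within a treatment. For single genes, the ratio of the RPM values was given with its exact conditional 95% interval (Clopper-Pearson) from the recovered reads, and a library without reads was set to the floor of 3 reads, which gives a lower bound. The only replication of the US contrast is across the 5 time points, so limma 3.58.1 in R 4.3.3 was fitted to the log2 RPM of all 10 libraries with time as a block and treatment as the effect (lmFit, then eBayes with trend). Genes with a mean log2 RPM of at least 0 over the 10 libraries entered, which left 20494 genes. A second fit tested whether the US effect at 1 w and 4 w differed from that of the times up to 48 h, and an F test asked for change over time. Adjusted p-values are those of limma after Benjamini-Hochberg adjustment, with a threshold of 0.05. Correlations of US differences between time points, and of libraries with each other, were Pearson correlations across these genes, which are not independent replicates.

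The genes named were chosen by a rule set before the data were examined: at each time the gene with the largest rise and the one with the largest fall among genes past the rule of size; the 10 genes the study chose for RT-qPCR, summarised; the transcription factors the study lists, at the listed time; and the 5 genes of smallest p for the averaged US effect. As names were not paired with identifiers, at most 2 rising and 2 falling genes of a list are printed. The RT-qPCR genes and the transcription factors had been chosen by the study on these same libraries.

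The alternatives were another size of difference, another minimum of expression, centring on the median, quantile normalization, a rule of 5 SD from the 500 genes of nearest mean expression, other filters and variance models, log2(RPM + 1), a fit without the time block, and leaving out each time point in turn. The limma fits and the rules of size and of 5 SD were tested on simulated data with 200 changed genes, and the recovery of reads and the ratio intervals on simulated reads. The correlations were not tested in this way. At a log2 change of 3 in a simulation over 20494 genes, limma recovered 98.0% of the genes changed by US at all time points, with 6 false calls. It recovered 84.5% at a log2 change of 2 and 25.5% at a log2 change of 1. For the difference between early and late time points 71.0% were recovered at a log2 change of 3, and for change at a single time point 80.5%. With counting error only and a log2 change of 3 in genes of at least 4 RPM, the rule of size recovered 200 of 200 genes among 40430 at the depths of the controls at 0 h and 24 h, and 96.2% of 2000 simulated intervals held the true ratio. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for all other steps.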

Results

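Transcript levels of in vitro potato were measured in 10 libraries, 5 from control and 5 from US material, with 1 library for each treatment at each of 5 times (0 h to 4 w after treatment). Library totals lay between 33850938 and 45899162 reads, so that 1 RPM stood for 33.9 to 45.9 reads. Reads were present for 28932 of the 40430 features in at least 1 library and for 22201 in all 10. The number of features with reads ranged from 24447 in US at 24 h to 26475 in the control at 1 w. The 10 most abundant features took between 3.13% and 6.13% of the summed RPM. No comparison at a single time has a replicate check, and each compares 2 libraries.

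The first question was how many genes differed between control and US material at the same time after treatment. At 0 h, 360 genes were up-regulated and 437 down-regulated in US by the rule of size. At 24 h the numbers were 300 up and 387 down, and at 48 h they were 303 up and 610 down. At 1 w, 122 genes were up-regulated and 253 down-regulated, and at 4 w, 505 were up-regulated and 639 down-regulated. The total was thus lowest at 1 w, with 375 genes or 1.73% of the 21701 with at least 1 RPM in either library. It was highest at 4 w, with 1144 genes or 5.42% of 21114. These totals depended on the rule, with 6 genes at 24 h to 33 genes at 4 w under the rule of 5 SD, and 1886 genes at 1 w to 4125 genes at 0 h with a log2 difference of at least 1. Down-regulated genes outnumbered up-regulated ones at each time, but at 0 h, 24 h and 4 w the order changed with the processing. With a log2 difference of at least 1, 2083 genes were up and 2042 down at 0 h, 1696 up and 1639 down at 24 h, and 2020 up and 1801 down at 4 w. At 24 h, 332 genes were also up and 317 down under quantile normalization, 130 up and 87 down with a minimum of 4 RPM, and 5 up and 1 down under the rule of 5 SD. Under quantile normalization the share of down-regulated genes fell from 66.8% to 56.7% at 48 h and from 67.5% to 57.9% at 1 w. With a log2 difference of at least 1 the share was 63.5% at 48 h and 57.7% at 1 w. It was higher with a minimum of 4 RPM (80.8% and 78.9%) and under the rule of 5 SD (76.5% and 92.0%). Median differences over the 20494 expressed genes lay between -0.07 and 0.03 on the log2 scale.

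The scale of these numbers was read beside libraries that differed in time and not in treatment. Adjacent time points within a treatment differed in a median of 1938 genes over 8 comparisons, from 1071 between 24 h and 48 h in the controls to 4328 between 0 h and 24 h in US. Control and US at the same time differed in a median of 797 genes over 5 comparisons. The largest US comparison, 1144 genes at 4 w, lay just above the smallest step in time. In the step from 1 w to 4 w, 1643 genes differed in the controls and 3433 in US.

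**Figure D1:**
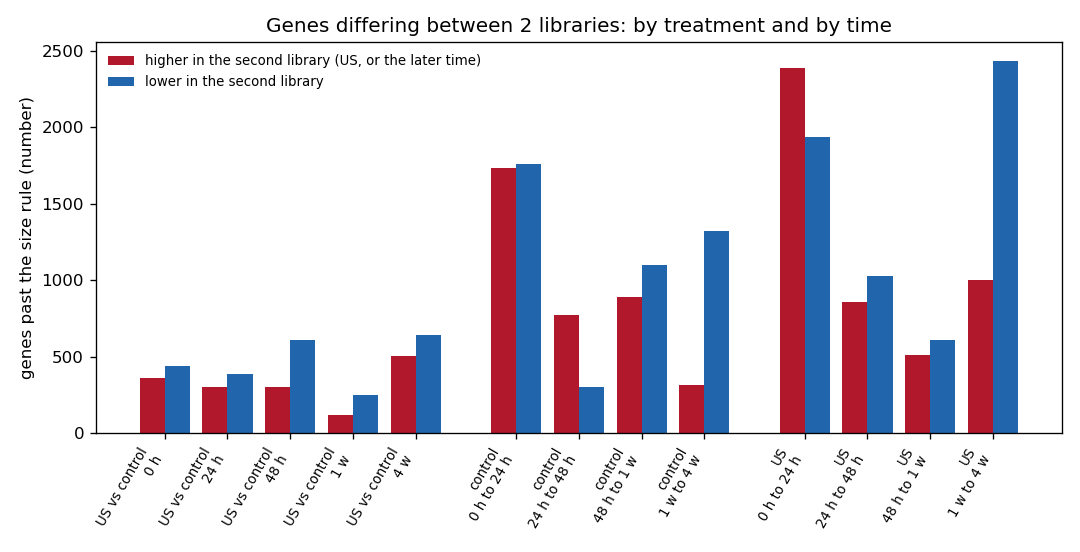
Number of genes past the rule of size (vertical axis) for 13 pairs of libraries (horizontal axis): US against control at each time, and adjacent time points within control and within US. Red bars count genes higher in US or at the later time and blue bars count genes lower there; the US comparisons total 375 to 1144 genes and the steps in time 1071 to 4328.

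Rises and falls were ranked on the deposited log2 scale, in which a gene without reads has the value of 0.9 reads. A bound printed from the floor of 3 reads can therefore be smaller than the ratio of a gene ranked lower. At 0 h the largest rise was that of PGSC0003DMG400038200 (chromosome 1, 51065414 to 51065809, minus strand). It had 11 reads in the control and 1010 in US, a log2 difference of 6.41 and an 85.2-fold higher RPM (95% interval 47.4 to 171). The largest fall at 0 h was that of ENSRNA049463687, a feature annotated as ribosomal RNA (chromosome 2, 2124822 to 2124977, minus strand). It went from 7812 reads to 14, a log2 difference of -9.23. The other 8 libraries had between 3 and 309 reads of it, so the control at 0 h was the library that stood apart. Ribosomal RNA is present in near-identical copies, so its reads could be split between copies and the value is uncertain.

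At 24 h the largest rise was that of PGSC0003DMG400010562 (chromosome 10, 3138819 to 3139617, plus strand), with 0 reads in the control and 111 in US, or at least 43.1-fold higher. Among the other 8 libraries, 1 had a read of this gene. The largest fall at 24 h was that of PGSC0003DMG400015772 (chromosome 2, 43946471 to 43946989, minus strand), with 270 reads in the control and 0 in US, or at least 77.2-fold lower. The other 8 libraries had between 30 and 428 reads of it.

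At 48 h the largest rise was that of PGSC0003DMG400002471 (chromosome 1, 50944487 to 50945282, plus strand), from 4 to 625 reads, a log2 difference of 7.17 and a 144-fold higher RPM (95% interval 55.9 to 530). The largest fall at 48 h was that of ENSRNA049464310, annotated as large-subunit ribosomal RNA (chromosome 3, 12416558 to 12416987, plus strand), from 279 reads to 0, or at least 101-fold lower, with the same uncertainty about copies. The other libraries had between 0 and 77 reads of it, fewer than the control at 48 h.

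At 1 w PGSC0003DMG400022567 (chromosome 3, 3855707 to 3861892, minus strand) had the largest rise, from 0 to 83 reads, or at least 27.8-fold. PGSC0003DMG400027633 (chromosome 7, 51778895 to 51781175, minus strand) had the largest fall, from 277 reads to 0, or at least 92.0-fold, while the other 8 libraries had between 130 and 7937 reads.

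At 4 w PGSC0003DMG402012985 (chromosome 9, 4305336 to 4306376, minus strand) rose most, from 0 to 398 reads, or at least 154-fold. Its span overlaps another gene, so its value is uncertain. The other 8 libraries had between 11 and 92 reads of it. PGSC0003DMG400010170 (chromosome 3, 43994118 to 43995506, minus strand) fell most, from 14314 reads in the control to 6 in US, a log2 difference of -11.00 and a 2053-fold lower RPM (95% interval 943 to 5596). Of the 5 largest rises and 5 largest falls, 6 rested on a library without reads.

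The 10 genes that the study chose for RT-qPCR on these libraries were taken at the time of their largest difference. All 10 passed the rule of size, 4 higher and 6 lower in US. The size of their log2 difference ranged from 3.97 to 11.00, and in 5 of them 1 of the 2 libraries had 0 reads. The median size was 7.54 on the deposited scale, and at least 6.40 with the libraries without reads set to the floor of 3 reads. In the fit over time points 6 of them were expressed enough to be tested, of which 0 passed an adjusted p of 0.05 over all genes and 0 adjusted over the list alone. The second count is not independent evidence, since the study chose the list on these libraries. The same holds for the number past the rule of size, the directions and the sizes. They are largely fixed by that choice and by taking the time of the largest difference.

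The transcription factors listed by the study made 11 pairs of a gene and a time, of 10 genes. By the rule of size 10 of the 11 passed, 4 higher and 6 lower in US. As the study listed them from these libraries, this count is not independent evidence. The remaining one was higher in US at 4 w by 1.99 on the log2 scale. A factor listed as ethylene-responsive, PGSC0003DMG400002899 (chromosome 12, 3156787 to 3157787, plus strand), rose from 696 to 4125 reads at 24 h, 6.91-fold (95% interval 6.38 to 7.50). At 4 w it rose from 66 to 810 reads, 14.3-fold (95% interval 11.1 to 18.6). The factor listed as FAMA, PGSC0003DMG400015760 (chromosome 5, 49098850 to 49102347, plus strand), rose from 142 to 1517 reads at 4 w, 12.4-fold (95% interval 10.4 to 14.8). A heat stress factor, PGSC0003DMG400000380 (chromosome 12, 4529741 to 4531488, minus strand), fell from 2587 to 405 reads at 0 h, 6.88-fold (95% interval 6.19 to 7.66). A probable WRKY factor, PGSC0003DMG400007387 (chromosome 8, 40861937 to 40864121, plus strand), had 345 reads in the control and 0 in US at 4 w, or at least 99.0-fold lower.

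The second question was whether US changed the same genes at all 5 times. With limma and time as a block, 0 of 20494 genes passed an adjusted p of 0.05 for the US effect averaged over time points. At an unadjusted p under 0.05 there were 575 genes, where chance alone gives about 1025. The alternatives also gave 0 genes, and the number at an unadjusted p under 0.05 ranged from 51 without the time block to 1587 without the 24 h pair. It was 342 without the 0 h pair and 328 without the 4 w pair. The 5 genes of smallest p had the same direction at 5 of 5 time points. This is largely fixed by choosing them on the average of these same differences and is not independent evidence. PGSC0003DMG400004499 (chromosome 2, 21516771 to 21518822, minus strand) had an averaged log2 difference of -1.87 ± 0.33 (SE, 5 libraries per treatment; adjusted p of limma 1.00). PGSC0003DMG402004586 (chromosome 12, 59532327 to 59534474, plus strand) had -2.00 ± 0.40. The only rise among the 5, ENSRNA049464377 (chromosome 3, 12431088 to 12431365, plus strand), had 1.24 ± 0.25. The other two had averaged log2 differences of -1.35 and -0.89.

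The material up to 48 h was explants and that at 1 w and 4 w was plantlets, so the US effect of the later times was tested against that of the earlier ones. With limma, 0 of 20494 genes passed for this difference, and 214 had an unadjusted p under 0.05. Without the 48 h pair 1 gene passed. The number at an unadjusted p under 0.05 was 135 without the 0 h pair, 875 without the 24 h pair and 611 without the 1 w pair. For change over time, in contrast, 8432 genes or 41.1% passed. Without the 0 h pair the number was 1832.

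Across the 20494 genes, US differences at 2 time points had Pearson correlations between -0.54 and 0.26 over the 10 pairs of time points. The 2 differences of a pair share no library, and genes are not independent replicates. The strongest was that of 24 h and 48 h, with r = -0.54. The differences at 0 h correlated with those at 48 h and at 4 w with r = 0.26 in both cases, and with those at 24 h with r = -0.29. The remaining 6 pairs lay between -0.12 and 0.16. By the rule of size, 124 genes passed at both 24 h and 48 h, 4 in the same direction and 120 in opposite directions. Between 0 h and 48 h it was 94 of 108 genes that kept their direction, and between 0 h and 4 w 97 of 115. In all, 2538 genes passed at 1 time point, 520 at 2, 94 at 3 and 14 at 4. No gene passed at 5 (0 genes).

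**Figure D2:**
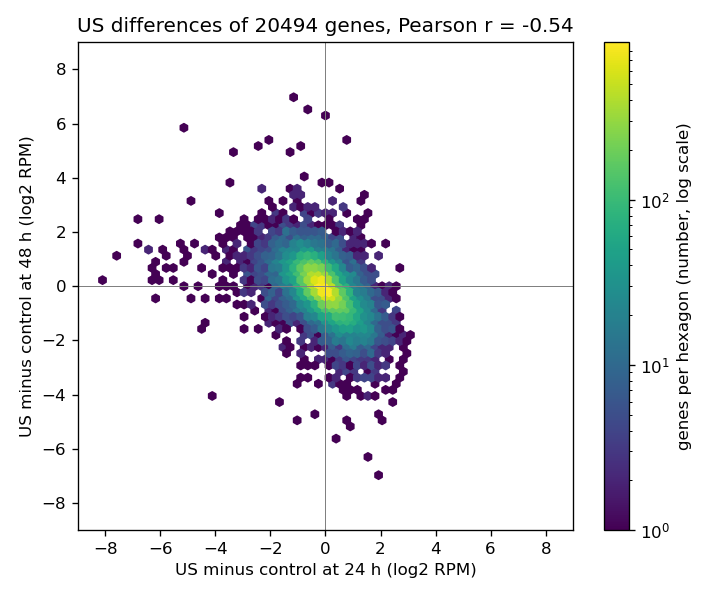
US minus control difference in log2 RPM at 24 h (horizontal axis) against that at 48 h (vertical axis) for 20494 genes, with colour for the number of genes in each hexagon on a log scale. The cloud slopes downward, with r = -0.54, and a tail of genes with large falls at 24 h stays near 0 at 48 h.

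The libraries themselves correlated with r between 0.73 and 0.97 over 45 pairs. Control and US at the same time had r between 0.94 and 0.97. For 8 of the 10 libraries the nearest library was that of the other treatment at the same time. The exceptions were the control at 24 h and US at 48 h, each of which was nearest to the other (r = 0.97), with 573 genes past the rule of size between them. US at 48 h differed from its own control in 913 genes. The number of 8 libraries was the same with Spearman correlations and with Euclidean distances.

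**Figure D3:**
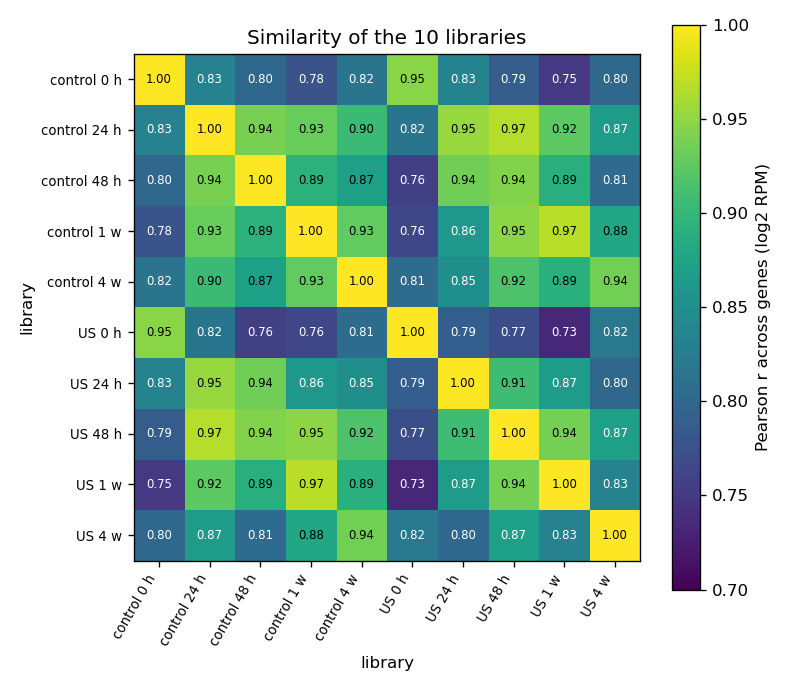
Pearson correlation of log2 RPM across genes for each pair of the 10 libraries, named on both axes, with the value printed in each cell and colour from 0.7 to 1. The 0 h libraries correlate with later ones at 0.73 to 0.83, and the control at 24 h and US at 48 h are each other's nearest library.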

Values the study reported

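The study reported that 40,430 genes were expressed. By its own filter on intensity differences and annotation, it reported 29 up-regulated and 34 down-regulated genes at 0 h, 31 and 11 at 24 h, 15 and 64 at 48 h, 16 and 70 at 1 w, and 68 and 69 at 4 w. Fold changes from RNA-seq and RT-qPCR of the 10 chosen genes had a correlation coefficient of 0.97 by both Spearman and Pearson.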

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

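Of the tests in this part, the one on the authors' scaling was written before its result was seen; the others were chosen after the pattern was seen. The US differences at 24 h and at 48 h ran in opposite directions across genes, with r = -0.54 over 20494 genes, and 120 of the 124 genes past the rule of size at both times changed direction. It was singled out because 2 time points moved in opposite ways under the same contrast. The difference was not tested against a spread between replicates, since each group has 1 library.

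An exchange of the 24 h and 48 h libraries within one treatment is argued against, because pairing each US library with the control of the other time left r at -0.553. A loss of genes with few reads is argued against too: among the 15486 genes with at least 100 reads in every library r was -0.635. Removing the trend of both differences with gene span length left r = -0.536, although the 24 h and 48 h differences had opposite trends with span (Spearman rho -0.0962 and 0.104). Quantile normalization in place of the authors' scaling to the library total gave -0.552. Libraries taken at slightly different progress along the 0 h to 4 w course could give opposite differences. Regression of both differences on the 6 libraries of 0 h, 1 w and 4 w took 18.5% and 18.1% of their variance and left r = -0.452. What those libraries capture by a linear fit is therefore not the whole source. A shift in progress between 24 h and 48 h that they do not capture would stay in the remainder. The 1 w and 4 w libraries are also of other material, so different progress stays open.

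An exchange of the control and US libraries of 24 h stays open in these values. It would make the 24 h difference run against those of all 4 other times, and r was below 0 for 3 of the 4, with 0.14 for 1 w as the exception. The other 4 time points did not run together either, as 3 of their 6 correlations were above 0, so this count does not decide, and no gene in the table marks the treatment independently. The number of called genes over the 16 ways of exchanging control and US within time points was above 0 for 1 of them, with 73 genes when the 24 h and the 1 w pairs were exchanged. That exchange, picked out after the values were seen, would also put all 10 correlations between time points above 0. In these pairs US had far fewer genes of 1 to 5 reads, with 866 against 1721 at 24 h and 1201 against 1816 at 1 w. The numbers were close at 0 h, and US had more at 48 h and 4 w. Library complexity, taken below as this number, thus points to the same libraries, and the exchange is not separate evidence. The correlations below 0 among the other 4 time points were those of 1 w with 0 h, 48 h and 4 w (-0.05, -0.06 and -0.12). With the 24 h pair exchanged alone limma called 0 genes, with 2645 at an unadjusted p under 0.05 against 575 for the labels as given. The study describes RT-qPCR of its chosen genes, made for the same sampling times, as moving in the same direction as RNA-seq. This speaks against an exchange at the library step. For RT-qPCR the study names 3 biological replicates at RNA purification and 6 at the assay. Whether these included material outside the libraries is not stated, so an exchange before the library step is not decided. RT-qPCR values were not analysed here.

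Library complexity, taken as the number of genes with 1 to 5 reads, also stays open. That number was 866 in US and 1721 in the control at 24 h, but 1554 in US and 1316 in the control at 48 h, so the 2 contrasts had opposite signs in this measure as well. The log2 ratio of the number, US over control, was -0.0083 at 0 h, -0.99 at 24 h, 0.24 at 48 h, -0.60 at 1 w and 0.74 at 4 w. Among the 4 time points after 0 h, r had the sign this explanation gives for 6 of 6 pairs, but its size did not follow, since it was -0.11 for 24 h and 4 w. At 0 h, where the ratio was near 0 and gives no sign, r with 24 h, 48 h and 4 w was -0.29, 0.26 and 0.26. Of 1920 assignments of the 5 differences in this number to time points and signs, a share of 0.107 followed the correlations between time points as closely as the real one. The share was 0.0724 for genes with at least 100 reads in every library and 0.0328 for the 6939 genes with at least 1000 reads. With the log2 number as a covariate limma called 0 genes for US, with 1477 at an unadjusted p under 0.05, and 0 genes for the covariate, with 2868. Preparation of the libraries may therefore have contributed to the pattern, but it cannot be told apart from a response to US that changed direction between 24 h and 48 h, because 5 contrasts are too few. The biological explanation, a US response that differs between 24 h and 48 h, was not tested. Each of these contrasts has 1 library per treatment, so it could be set only against the spread of the other time points. The limma test of 1 w and 4 w against the earlier times does not address this pair. The tissue makeup of the samples was not tested either.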

How the results depend on the processing

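The tests with genes without reads left out and with the number of genes of 1 to 5 reads as a covariate were chosen after the data were seen; the others were set before the data were examined. Of 30 recalculated numbers of genes past the rule of size, 15 were within 1.5 times the main number, and so were 11 of 12 numbers of genes changing over time. Of the 20 recalculated correlations of US differences, 19 changed by 0.1 or less. The averaged US effect stayed at 0 genes in 14 of 14 and the difference of 1 w and 4 w from earlier times in 11 of 12, which says little, as the numbers at an unadjusted p moved. Under quantile normalization 0 of 31 values of named genes changed direction. The majority direction among genes past the rule of size did change at 0 h, 24 h and 4 w, as given below. The main model paired control and US by time, and no further pairing by replicate was possible because each group has 1 library.

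The number of genes past the rule of size depended on the rule. With a log2 difference of at least 1 it was 4125 at 0 h, 3335 at 24 h, 4043 at 48 h, 1886 at 1 w and 3821 at 4 w, and the median of the adjacent time points was 5823.5 genes. With a minimum of 4 RPM it was 421, 217, 433, 114 and 548 genes in the same order of times. With the rule of 5 SD from genes of nearest mean expression it was 15, 6, 17, 25 and 33 genes. These follow from the construction of the rules. The share of down-regulated genes at 24 h, 56.3% in the main count, was 40.1% at 4 RPM, 48.8% under quantile normalization, 16.7% under the rule of 5 SD and 49.1% with a log2 difference of at least 1. The last setting gave 49.5% at 0 h and 47.1% at 4 w, against 54.8% and 55.9% in the main count. At 48 h the share was 80.8% at 4 RPM. Centring on the median gave 376 to 1139 genes, quantile normalization 359 to 1174, and leaving out genes without reads in either library 358 to 1072, all within 1.5 times the main number of the same time. The order of times was not stable either: 24 h had the fewest genes under the rule of 5 SD, and 1 w under the other rules.

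For the averaged US effect limma gave 0 genes under each alternative, against 575 genes at an unadjusted p under 0.05 in the main model. That number moved by over 1.5 times without the 0 h pair (342), the 24 h pair (1587) or the 4 w pair (328), without the time block (51), without a filter (930 of 40430) and with the number of genes of 1 to 5 reads as a covariate (1477). For 1 w and 4 w against the earlier times it gave between 0 and 1 gene when a time pair was left out, and 0 otherwise. The genes at an unadjusted p under 0.05, 214 in the main model, were 135 without the 0 h pair, 875 without the 24 h pair, 611 without the 1 w pair and 792 of 40430 without a filter. The 1 gene came without the 48 h pair; it was PGSC0003DMG400010136, with a log2 difference of -5.82 ± 0.48 and an adjusted p of 0.0490, and it was chosen after its value was seen. Genes changing over time numbered between 1832 without the 0 h pair and 9080 without the 24 h pair, and 6664 to 8821 under the other alternatives. Leaving out any other pair, which removes as many libraries, gave 6664 to 9080 genes. The loss of a pair alone therefore does not explain the drop without the 0 h pair. The 0 h libraries correlated with later ones at 0.73 to 0.83, and the cause was not tested further. The correlation of US differences at 1 w and 4 w was -0.227 as Spearman's rho against -0.12 as Pearson's r; the cause was not tested. The other 9 correlations changed by 0.1 or less. Quantile normalization and centring changed the log2 difference of a named gene by at most 0.55. Depth limits the largest falls: where a library had 0 reads, the ratio is bounded by 3 reads, and a larger fall was not detectable. The gene sets were not run, with their alternatives.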

Other observations

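The tests of library depth, of complexity and of poly(A) selection in this part were chosen after the result was seen; the counts of other splits were planned, but what they should show was written only after the counts had been seen. The genes past the rule of size numbered 375 at 1 w and 1144 at 4 w, with the other 3 times in between. At each time that is higher than the numbers quoted from the study above, which rest on another rule. The rule of 5 SD gave 6 to 33 genes per time. At each time that is lower than the numbers quoted.

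Chance cannot be excluded for the averaged US effect. As limma called 0 genes, 100 of 100 splits of the 10 libraries into 5 and 5 gave at least as many by construction, which tests nothing. At an unadjusted p under 0.05, 67 of the 100 splits gave at least the 575 genes of the real one. Many of these splits put both libraries of a time on one side. They are then not of the same form as the real contrast of 5 pairs, so this share does not decide. Among the 16 exchanges of control and US within time points, 10 gave as many such genes, and with 16 exchanges no share under 0.05 is possible. For 1 w and 4 w against the earlier times, the count of called genes was 0 as well, so that 10 of the 10 splits that take any 2 time points as the late ones reached it by construction. At an unadjusted p under 0.05, 9 of them gave at least the 214 genes of the real one. That design cannot give a share under 0.1.

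Some genes had 0 reads in a single library and at least 10 reads in each of the other 9. Their number was 77 in US at 24 h, 27 in the control at 4 w, 24 in US at 0 h, 24 in US at 1 w, 13 in US at 4 w, and 9 or fewer in the other 5 libraries. Library depth as what sets this number is argued against. In the 3 pairs of libraries whose totals differed by under 1%, the numbers were 77 in US at 24 h and 13 in US at 4 w, 27 in the control at 4 w and 1 in the control at 24 h, and 24 in US and 3 in the control at 1 w, so that they differed by at least 5.92 times. Over the 10 libraries r with the total was -0.0707 (Spearman rho -0.31, permutation p 0.862 and 0.380, adjusted over 3 relations 0.862 and 0.380). The hypothesis of library complexity, in which rare transcripts are lost before sequencing, gave r = -0.688 with the number of genes of 1 to 5 reads (rho -0.46, permutation p 0.0326 and 0.186, adjusted over 3 relations 0.0578 and 0.279). Without US at 24 h and US at 1 w, which had the fewest genes of 1 to 5 reads, r was -0.21, so the strength of the relation over the 10 libraries depends on those samples. The 5 controls, which include neither, gave r = -0.742 and the 5 US libraries r = -0.730, but 5 libraries are too few to test a correlation. The permutation also takes the libraries as exchangeable, although they come in pairs of the same time. Complexity therefore stays open. The pattern bears on falls and rises: 69 of the 387 genes down-regulated at 24 h had 0 reads in US, against 14 of 437 at 0 h, 18 of 610 at 48 h, 14 of 253 at 1 w and 46 of 639 at 4 w. Of the up-regulated genes, 26 of 505 at 4 w and 24 of 303 at 48 h had 0 reads in the control, against 4 of 360 at 0 h, 7 of 300 at 24 h and 3 of 122 at 1 w. A fall to 0 reads, or a rise from 0 reads, may therefore be a transcript lost from 1 library and not a change in the gene. Of the 10 genes the study chose for RT-qPCR, 5 had 0 reads in 1 of the 2 libraries. The study describes its chosen genes as moving in the same direction in RT-qPCR. For those genes this speaks against a loss at the library step alone, although RT-qPCR values were not analysed here. A biological cause was not tested.

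Features annotated as ribosomal RNA summed to 3519 RPM in the control and 9361 RPM in US at 0 h, to 2513 and 4397 RPM at 24 h, to 2461 and 2996 RPM at 48 h, and to 1760 and 3783 RPM at 1 w. At 4 w the order was the other way, with 2435 RPM in the control and 1910 RPM in US. They were higher in US at 4 of 5 time points, with an exact two-sided sign-flip p of 0.188, and 5 time points cannot reach a p under 0.05. Under the explanation of less complete poly(A) selection in the US libraries, other non-coding RNAs should have risen with them. They were lower in US at 2 of those 4 time points, namely 0 h and 48 h, which does not decide. Over the 10 libraries both classes correlated on the log2 scale with r = 0.654 and rho 0.733 (permutation p 0.0386 and 0.0200, adjusted 0.0578 and 0.0600), and with r = 0.638 without US at 0 h and US at 24 h. The 5 controls gave r = 0.851 and the 5 US libraries r = 0.969, but 5 libraries are too few to test a correlation. The other non-coding RNAs also changed with time, from 1711 and 1274 RPM in the 0 h libraries to between 332 and 625 RPM at 1 w and 4 w. These correlations therefore do not separate poly(A) selection from time. Only uniquely aligned reads were counted, so reads shared by near-identical copies are missing from the sums of ribosomal RNA. Less complete selection in the US libraries cannot be told apart from chance with 5 pairs.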
